A study of Homo sapiens with 18 samples. Its data were reported in "Loss of luminal lineage drives resistance to next-generation ERα antagonists in pretreated ER+ HER2− locally-advanced or metastatic breast cancer" (2026).

How the data were processed

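Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA. The series holds 18 libraries of 2 estrogen receptor (ERα) positive breast cancer cell lines, MCF-7 and T-47D. Giredestrant is an oral antagonist and degrader of ERα. For each line there were 3 libraries of untreated parental cells, 3 of cells treated with 100 nM giredestrant for 2 months and 3 of cells treated for 4 months, which the study calls giredestrant-resistant (GiredR) cells. Per the paper's methods the drug was withdrawn before each experiment and nuclei came from sorted cells. Replicate numbers were given in accession order and only name a library. The paper calls the replicates biological, and its reporting summary states that the sequencing experiments were done once. No source used here says whether the 3 libraries of a group came from separate cultures, so p-values measure the spread between these samples. The paper names a pair of sequencing instruments, and which library was run on which is not given in the sources used here, so a batch of that kind could not be tested. The labels and the paper name different culture media, and neither gives a difference between groups.

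The authors processed the reads with the ENCODE ATAC-seq pipeline and MACS2 on the human genome GRCh38, with 1 peak list per library and no pooling of replicates. The aligner and all versions are not given in the sources used here. File names show that duplicates and mitochondrial reads were removed, that reads were shifted for Tn5 and that the lists were capped in length and passed through a filter. The deposited lists hold, for every summit, the fold enrichment over the local background, which is a linear ratio, and the −log10 p and −log10 q of MACS2. These peak values are the authors' own, and were used only to rank and filter summits within a list. The deposited score is a whole number made from the −log10 p and was not used. The lists held 203644 to 299295 summits with a lowest −log10 p of 2.00 to 2.66, so the threshold of 6 that the paper's methods state had not been applied to them. No read counts or signal tracks were analysed here. The depth of each library is therefore unknown, and the DiffBind analysis of the authors, which needs reads, could not be repeated.

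The design was fixed before the data were examined. Summits with a −log10 p of at least 6 were ranked by −log10 p, and the best 46797 of each library were used, the number of passing summits in the library with the fewest, so that all 18 lists had equal length. A change therefore means a change of rank: a rise everywhere in the genome cannot be seen, and sites that rise push others out. Summits of all libraries were merged, best rank first, into sites of 501 bp that did not overlap, and a site was open in a library with a used summit inside it. A site belonged to a line if it was open in at least 2 of its 9 libraries. A site was gained when open in 3 of 3 later libraries and 0 of 3 earlier ones, lost in the opposite case, and stable when open in all 6. Such calls carry no p-value per site, because 3 against 3 libraries cannot give less than 0.1 in an exact test. The counts were set against the 10 splits of the 6 libraries, or the 100 joint splits of both lines. Values per library were compared by exact permutation tests, two-sided, with labels permuted within the line (400 arrangements, smallest p 0.005; within 1 line 20 arrangements, smallest p 0.1).

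Sites were assigned to the protein-coding gene with the nearest transcription start site (TSS) within 100 kb, from 55660 start sites of 19680 genes in the GRCh38 annotation. Genes with at least 3 sites of a line were tested with limma (trend, robust) on log2(open sites + 1), with 9 libraries of the line sharing 1 estimate of the spread and Benjamini-Hochberg adjustment over all genes tested. A log2 change is on this scale, which understates the change of genes with few open sites, and it describes how many open sites lie near a gene and not its expression. A term for the difference between lines was fitted over 18 libraries and 8061 genes. The 20 gene lists were tested with camera at a correlation of 0.01 and again with an estimated correlation. Of 277 list genes, 274 matched by symbol and 1 by an older symbol, and CT62 and SSPO had no match. The named genes were, for each line at 4 months, the 8 largest rises and falls with an adjusted p under 0.05 and groups that did not overlap, up to 4 members per direction of each list, and the genes that the study named. Named sites were the 3 of each kind with the best worst rank.

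For 17 motifs, written as consensus words, the share of sites with the word within 100 bp of the centre was compared between gained or lost and stable sites by two-sided Fisher exact tests, which run over sites and not over replicates. The reversed word served as a control of base composition. The share of the 46797 summits of a library with each word was the value with replicates.

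The tests were run on simulated data first. Of sites simulated as gained and as lost, 88.7% and 89% were recovered with no wrong call (0%). The gene test as designed failed. On simulated changes of 200 genes it recovered 77.8% in MCF-7 and 33.0% in T-47D, and 15.9% of its T-47D calls were false, because genes with small whole-number counts often had no spread. The prior of the spread was then taken only from genes with some spread. This recovered 88.1% and 88.5% with 2.71% and 1.87% false calls over 10 runs. The choice was made on the simulations, after the counts of the designed test had been seen. In the test of the final fit, 89.5% of 200 genes were recovered among 6274 in MCF-7 with 0.556% false calls. In T-47D it was 87.5% among 6003 with 3.85%. All simulated gene changes were large and were placed only in genes well above the minimum of 3 sites. Simulated libraries of a group differed only by random draws. Recovery for genes with few sites, and false calls under wider scatter between replicates, were therefore not measured.

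Alternatives changed 1 choice at a time: full-length or deposited lists, the top 23398 summits, wider windows, other rules for open, closed and stable sites, limma on ranks, other gene assignments, minimum numbers of sites and pseudocounts, motif windows and mismatches, matched stable sites, and each library left out in turn. Alternatives without the 2 MCF-7 libraries of 2 months with the fewest summits, at the same list length or at 117920 summits, other estimates of the spread, and libraries left out for the promoter share were added after the data were seen. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and data.table (version 1.17.8).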

Results

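Chromatin accessibility was profiled by ATAC-seq in MCF-7 and T-47D cells, which are luminal breast cancer lines that depend on estrogen receptor α (ERα). The study asked how the open chromatin of these cells shifts while they become resistant to giredestrant, a drug that blocks and degrades ERα. Each line was represented by 3 libraries of parental cells, 3 of cells treated for 2 months and 3 of GiredR cells treated with 100 nM for 4 months, which makes 18 libraries in 6 groups. The unit of measurement is an ATAC summit, the position of highest signal in a peak. Libraries held 46797 to 197069 summits with a −log10 p of at least 6, and sequencing depth is unknown.

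More summits passed in GiredR than in parental cells of both lines. MCF-7 libraries held 139408 ± 13810 summits in parental cells (SD, n = 3), 96021 ± 60127 at 2 months and 188796 ± 8333 in GiredR cells. T-47D libraries held 128920 ± 10277, 149159 ± 21755 and 164096 ± 14575. The GiredR increase over parental cells averaged 42282 summits over both lines (two-sided exact permutation test within lines, p = 0.005, the smallest of 400 arrangements). At 2 months the difference was −11574 (same exact test, p = 0.59), and in the lists as deposited it was 28218 (p = 0.035). The 2-month MCF-7 group was uneven, because replicates 1 and 3 held 46797 and 78230 summits and replicate 2 held 163036. In pairs of its libraries, 49.4% to 74.4% of the sites open in either library were open in both. For parental and GiredR replicates of MCF-7 the mean of this share was 83.8% and 84.9%. All lists were therefore compared at the equal length of 46797 summits.

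**Figure D1:**
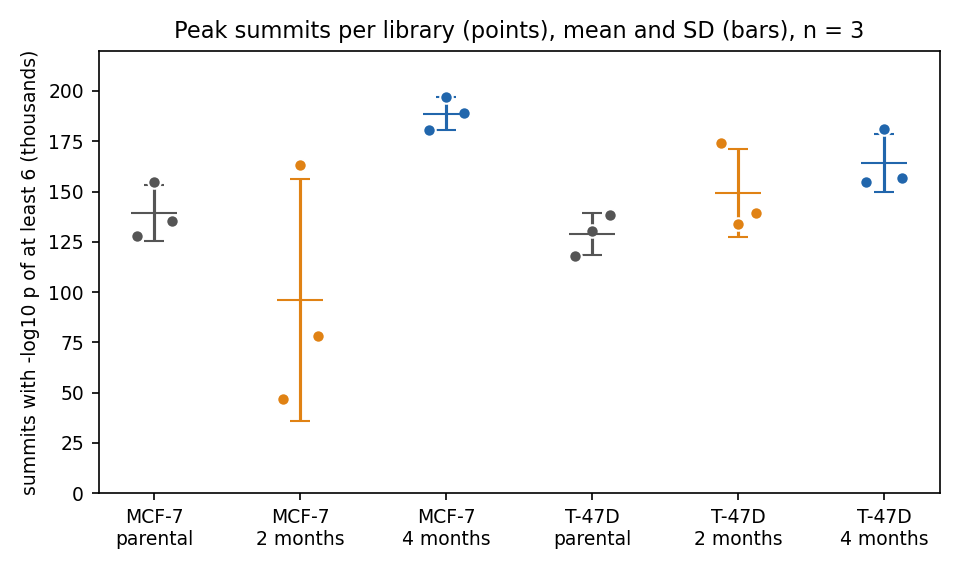
Number of ATAC summits with a −log10 p of at least 6 (vertical axis) in each of the 18 libraries, with points for libraries and lines for the mean and SD of each group (n = 3). The library with the fewest, MCF-7 at 2 months replicate 1 with 46797, set the list length.

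GiredR cells gained and lost open sites at many places in both lines. Among the gains ranked best by −log10 p in MCF-7 was an intergenic site 2417 bp from the start of ZMYND8, which encodes a chromatin reader (chromosome 20, 47359056 to 47359556, GRCh38). Another was a site in an intron of CD96 (chromosome 3, 111616489 to 111616989). Their fold enrichment over background, as the authors' lists give it, was 6.21 ± 0.0580 and 29.3 ± 1.39 in GiredR cells (SD, n = 3). The median fold of all summits used averaged 16.4 in these libraries, so a good rank did not mean a high enrichment. The ZMYND8 site was gained in T-47D too. Losses of good rank in MCF-7 lay in introns of CYB561 (chromosome 17, 63435251 to 63435751) and of NFE2L1, a stress-response transcription factor (chromosome 17, 48054169 to 48054669), with a parental enrichment of 9.0 ± 0.162 and 12.4 ± 0.965. The CYB561 site was closed in parental T-47D cells and open in all 3 GiredR libraries of that line. T-47D gained intergenic sites 25229 bp from HES1, a Notch target (chromosome 3, 194161127 to 194161627), and 27162 bp from JDP2, an AP-1 family repressor (chromosome 14, 75400304 to 75400804), with an enrichment of 8.43 ± 0.465 and 15 ± 1.1. T-47D lost sites in introns of GSE1 (chromosome 16, 85464887 to 85465387) and of MLXIP, a glucose-responsive transcription factor (chromosome 12, 122137652 to 122138152), where the parental enrichment was 5.99 ± 0.323 and 20.7 ± 1.88. The GSE1 site was closed in the other 15 libraries of the series. The MLXIP site was closed in the 3 GiredR T-47D libraries and open in the other 15. Of 51210 MCF-7 sites, 3847 were gained (7.51%) and 2565 lost (5.01%), a ratio of 1.5, and 26958 were stable. Of 48244 T-47D sites, 3264 were gained (6.77%) and 2462 lost (5.10%), a ratio of 1.33, and 24377 were stable. These counts depend on equal list length: with full-length lists they were 19006 gained and 2700 lost in MCF-7 (87.6% gains) and 12682 and 2564 in T-47D (83.2% gains).

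**Figure D2:**
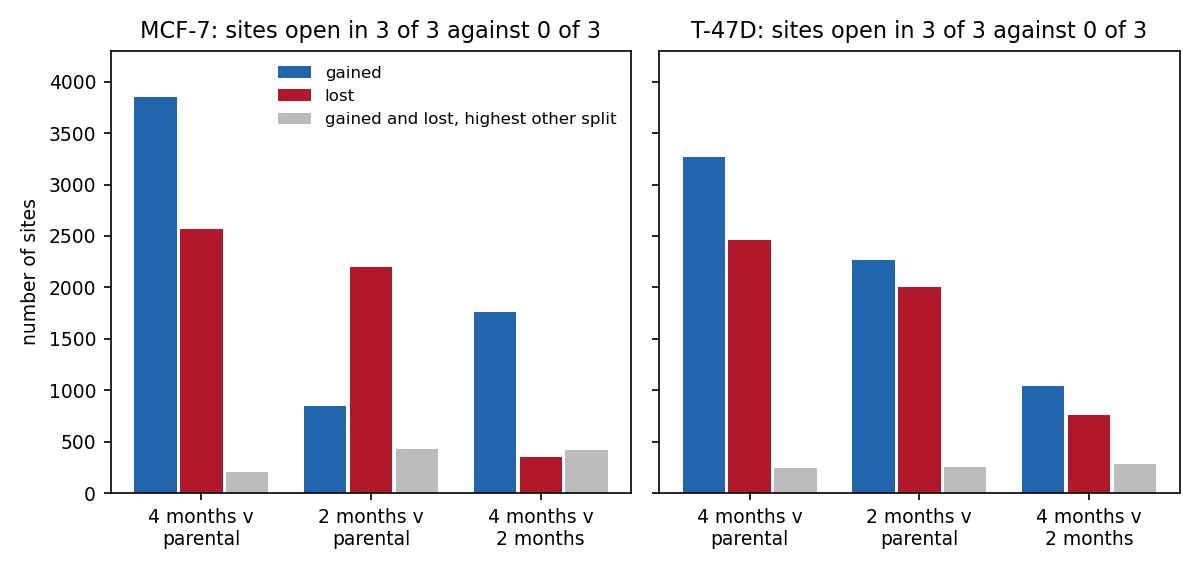
Number of sites gained (open in 3 of 3 later and 0 of 3 earlier libraries) and lost (vertical axis) for each line and each pair of stages. From 2 to 4 months gains outnumbered losses in MCF-7 (1757 against 347), whereas from parental cells to 2 months losses did (2199 against 845). Without the 2 low-yield MCF-7 libraries, which leaves 1 library at 2 months, 4332 were gained and 3429 lost by 2 months.

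Gained sites lay far from the starts of genes. Their median distance to the nearest transcription start site (TSS) was 45.2 kb in MCF-7 and 42.9 kb in T-47D, against 19.9 kb in both lines for lost sites and 8.03 and 3.21 kb for stable sites. Only 3.59% and 5.61% of gained sites were within 1 kb of a TSS, compared with 21.2% and 16.6% of lost and 38.2% and 45.2% of stable sites. Per library, the promoter share of all summits used went from 38.9% ± 0.314 in parental to 34.0% ± 0.118 in GiredR MCF-7 cells (SD, n = 3) and from 44% ± 0.454 to 40.7% ± 0.816 in T-47D. The mean difference of −4.19 percentage points was larger than the spread between replicates (two-sided exact permutation test, p = 0.005). At 2 months it was −3.25 points (exact p = 0.025), with −5.84 in MCF-7 and −0.665 in T-47D (exact p = 0.1 and 0.5), and −0.953 with full-length lists (exact p = 0.485). The 2-month value was −1.5 without MCF-7 2 months replicate 1 (exact p = 0.03), and −3.18, −3.34 and −3.23 without MCF-7 parental replicates 1, 2 and 3 (exact p = 0.155 each).

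By the raw shares, losses were further advanced than gains at 2 months. In T-47D, 74.7% ± 0.955 of the sites lost in GiredR cells were already closed in the 2-month libraries (SD, n = 3), and 62.0% ± 2.88 of the gained sites were already open. In MCF-7 these shares were 75.6% ± 9.27 and 43.8% ± 19.8. The share of lost sites closed exceeded that of gained sites open in 6 of 6 libraries, by 22.3 percentage points on average (two-sided exact sign-flip test, p = 0.03125, the smallest of 64 arrangements). Stable sites were closed at 2 months too, 15.9% ± 18.1 of them in MCF-7 and 2.63% ± 0.606 in T-47D. Of sites called by other splits of the libraries, a mean of 30.1% was open at 2 months in MCF-7 and 49.0% in T-47D. The raw shares closed and open therefore do not measure completed losses and gains alone. Corrected for the misses of stable sites of like rank, the gap was 3.46 points and above 0 in 5 of 6 libraries (exact p = 0.0625), with 2.17 ± 3.97 in MCF-7 and 4.75 ± 2.59 in T-47D. The raw gap was 13.8 points without MCF-7 2 months replicate 1, and with 5 libraries left the exact test cannot give less than p = 0.0625. Without both low-yield MCF-7 libraries the raw gap was 12.4 points in 4 libraries (exact p = 0.125, the smallest possible).

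By 2 months, T-47D had gained 2265 sites and lost 1999, and MCF-7 had gained 845 and lost 2199. Between 2 and 4 months, T-47D gained 1043 and lost 757, and MCF-7 gained 1757 and lost 347. The MCF-7 counts moved with single libraries. At 2 months they were 2658 gained without 2 months replicate 1, and 1634 gained and 4676 lost without 2 months replicate 2. Between the stages, MCF-7 had 4834 gains without 2 months replicate 2, and 1318, 1136 and 553 losses without 2 months replicates 1, 2 and 3. Without both low-yield libraries, which leaves 1 library at 2 months, MCF-7 had 4332 gained and 3429 lost sites at that stage. In T-47D the later counts were 1619 gained without 4 months replicate 3, and 1161, 1242 and 1227 lost without 2 months replicates 1, 2 and 3.

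A small set of sites changed in both lines. Gains in both included an intronic site of KCNS3, a potassium channel subunit (chromosome 2, 18345823 to 18346323), an intronic site of RAD51B, a DNA repair gene (chromosome 14, 68255860 to 68256360), and an intergenic site 82045 bp from TMPRSS2, an androgen-regulated protease gene (chromosome 21, 41612911 to 41613411). Losses in both included an intronic site of ADD2 that lies 62592 bp from TGFA, an EGFR ligand gene (chromosome 2, 70616168 to 70616668), and an intergenic site far from MRTFB (chromosome 16, 14370114 to 14370614). Among the 33961 sites open in both lines, 135 were gained in both, 3.85 times the 35.1 of independent lists, and 191 were lost in both, 3.65 times the 52.4 of independent lists. Opposite changes numbered 68 (48.0 by independence) and 49 (38.3). Most gains were at sites never open in the other line, 62.2% of those of MCF-7 and 63.2% of those of T-47D, and 43.2% and 36.7% of losses were.

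Sites lost in each line carried the estrogen response element (ERE), the sequence bound by ERα. It was present at 3.55% of lost and 0.671% of stable sites in MCF-7 (odds ratio 5.44, two-sided Fisher exact test, adjusted p = 4.46e-30), and at 4.39% and 0.636% in T-47D (odds ratio 7.17, adjusted p = 4.77e-43). Against stable sites matched on GC content and TSS distance the odds ratios were 4.72 and 5.53, and the reversed word gave 1.23 and 1.47. The share of summits with an ERE dropped in each line, from 0.875% ± 0.0234 to 0.623% ± 0.0139 in MCF-7 (SD, n = 3) and from 0.919% ± 0.0299 to 0.513% ± 0.0154 in T-47D (two-sided exact permutation test, p = 0.005, adjusted p = 0.0106 over 17 motifs). At 2 months the mean difference was −0.307 points (exact p = 0.005, adjusted p = 0.017). The nuclear receptor half-site was also more frequent at lost sites, with odds ratios of 1.82 in MCF-7 and 2.68 in T-47D, and 1.58 and 2.18 against matched sites.

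The TEAD motif, bound by the transcription factors of the Hippo pathway, was at 17.7% of sites gained in MCF-7 and 6.5% of stable sites (odds ratio 3.10, Fisher exact adjusted p = 6.22e-102), and the matched odds ratio was 2.07. In T-47D it was more frequent at lost sites (odds ratio 2.05, matched 1.54), and at gained sites its odds ratio of 1.38 turned to 0.80 with matched stable sites. The share of summits with the TEAD motif was higher in every GiredR than in every parental MCF-7 library and lower in T-47D, with T-47D minus MCF-7 at −1.82 percentage points, a difference that was not tested. The androgen and glucocorticoid receptor motif had an odds ratio of 3.69 at sites gained in T-47D (matched 2.22) and 1.08 at those gained in MCF-7. The ETS motif was at 14.2% of T-47D gained and 10.6% of stable sites (odds ratio 1.39, matched 1.85). At MCF-7 gained sites it was less frequent, at 7.17% against 10.2% of stable sites (odds ratio 0.684, Fisher exact adjusted p = 4.21e-09, matched 0.961). The forkhead motif, shared by FOXA1 and FOXM1, was at 7.04% of MCF-7 and 10.2% of T-47D gained sites, with odds ratios of 1.88 and 3.28, and matched odds ratios of 0.932 and 1.27 (Fisher exact adjusted p = 0.515 and 0.00435). Its reversed word gave 1.65 and 2.63. AP-1, the motif of JUN and FOS, had 1.92 and 2.71 unmatched and 0.983 and 1.49 matched (Fisher exact adjusted p = 0.806 and 1.21e-09), so for both motifs the excess over matched sites passed in T-47D alone. Gained sites had a GC content of 49.5% in MCF-7 and 49.2% in T-47D, against 59.5% and 61.1% for stable sites. The CTCF motif was depleted at gained sites of both lines (odds ratios 0.608 and 0.213), and was less frequent at lost sites too. Stable sites ranked better than changed sites, and no comparison was matched on rank. In MCF-7 the median worst rank was 18669 for stable and 36780 for gained sites in GiredR libraries, and 38707 for lost sites in parental libraries.

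Per library, the shares of several motifs rose on average over the lines. The forkhead share rose by 0.692 percentage points, AP-1 by 1.1, GATA by 0.614, the grainyhead-like motif by 0.131 and ETS by 0.634 (two-sided exact permutation tests, p = 0.005 each, adjusted p = 0.0106). At gained sites of MCF-7 and T-47D, GATA had odds ratios of 2.22 and 2.90, its reversed word 1.91 and 2.62, and GATA against matched stable sites 1.05 and 1.2 (Fisher exact adjusted p = 0.590 and 0.0965). The grainyhead-like motif had 1.40 and 1.51, and matched 0.726 and 0.729 (Fisher exact adjusted p = 0.0502 and 0.152). The ETS rise was 0.0577 points in MCF-7 and 1.21 in T-47D, and the difference between the lines was not tested. The SP/KLF motif, typical of promoters rich in GC, had a difference of −3.80 points (exact p = 0.005). The TEAD share was 6.11% ± 0.0764 in parental and 7.80% ± 0.0462 in GiredR MCF-7 cells, and 7.33% ± 0.0190 and 7.19% ± 0.0545 in T-47D (SD, n = 3), which did not pass over both lines (exact p = 0.1).

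**Figure D3:**
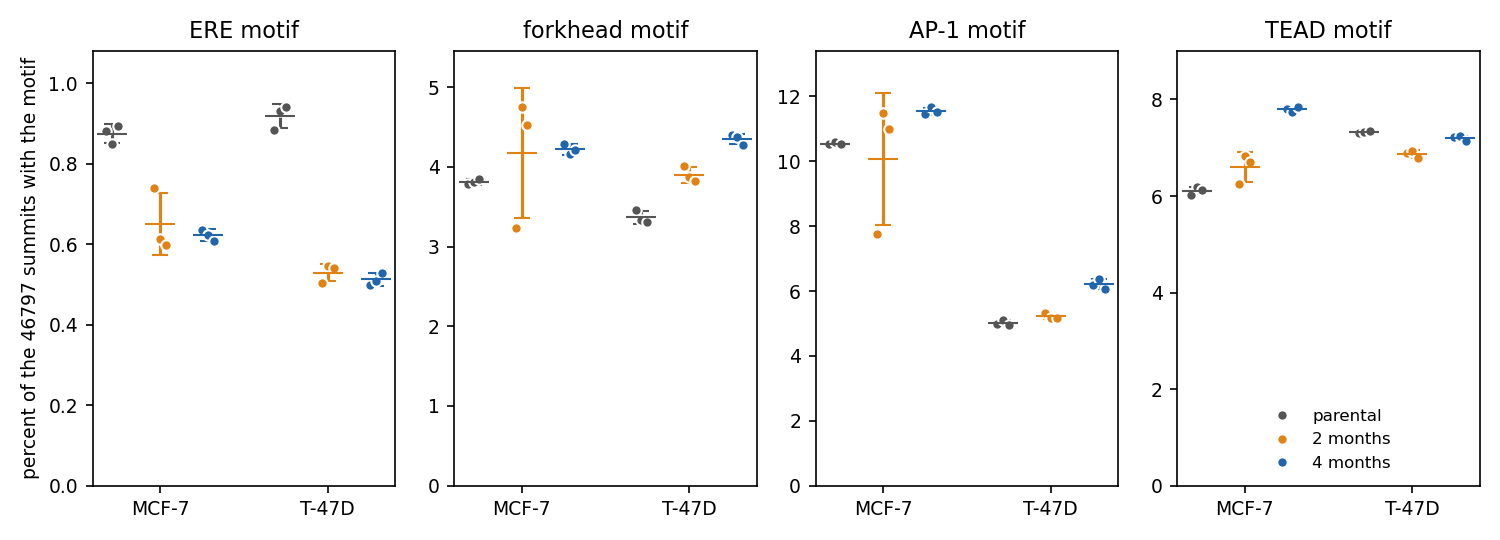
Percent of the summits used that carry each motif (vertical axes), per library as points with the group mean and SD (n = 3), for both lines and 3 stages. ERE shares are lower at 2 and 4 months than in parental cells, and TEAD shares are higher in GiredR than in parental MCF-7 cells.

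In GiredR MCF-7 cells open sites increased near EGFR and BTC and decreased near GREB1 and GFRA1. Sites near EGFR, the receptor of epidermal growth factor (chromosome 7, 55019017 to 55211628), numbered 2.67 ± 0.577 in parental and 6.67 ± 0.577 in GiredR cells (SD, n = 3; log2 change 1.07, SE 0.19, limma adjusted p = 0.0274). BTC, which encodes the EGFR ligand betacellulin, rose from 2 to 4 sites in every library. PTPRM, a receptor phosphatase of cell contacts, and UPK1B, a urothelial surface protein, each went from no open site to 4 (log2 change 2.32 for both, limma adjusted p = 0.00615 and 0.0107). NECTIN3, an adhesion molecule, HAO2, a peroxisomal oxidase, CCDC3, NPAS3, a neuronal transcription factor, STXBP6, a regulator of vesicle fusion, and BMPR1B, a bone morphogenetic protein receptor, completed the 8 largest rises, with log2 changes of 1.92 to 2.30. GREB1, a classical ERα target and cofactor (chromosome 2, 11482341 to 11642788), fell from 5 ± 1 to 1.67 ± 0.577 sites (log2 change −1.18, SE 0.22, limma adjusted p = 0.029). GFRA1, a co-receptor of the GDNF family, fell from 3.33 ± 0.577 sites to none. The largest fall was at RTN4RL1, a Nogo receptor homologue, with a log2 change of −2.54, and NECAB1, RAP2C, SOX3, DEGS1, a ceramide desaturase, MAP3K20, a stress kinase, and HSPB8, a small heat shock protein, followed at −2.08 to −1.32. RAP2C and SOX3 lie on chromosome X beyond 100 Mb, where MCF-7 lost sites were concentrated.

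Of 6274 genes tested in MCF-7, 82 rose and 36 fell (limma, adjusted p under the threshold), and all 118 had groups that did not overlap. Groups did not overlap for 27% of the genes tested, against 10% by chance. The calls depended on single libraries, with the uneven 2-month libraries sharing 1 estimate of the spread. Rises and falls numbered 656 and 477 without 2 months replicate 1, 135 and 80 without 2 months replicate 2, and 792 and 573 without both low-yield libraries, which kept 118 of the 118 calls. With longer lists without those libraries they were 1759 and 958, with 76 of the 118 calls kept and 1 called in the opposite direction. With fewer parental or GiredR libraries few passed. By limma they were 7 and 0, 6 and 0, and 6 and 1 without parental replicates 1, 2 and 3, and 1 and 1, 1 and 0, and 1 and 0 without 4 months replicates 1, 2 and 3. Unadjusted p under 0.05 was reached by 715, 731, 734, 736, 720 and 728 genes in these fits, against 1098 with all libraries. STXBP6 kept its call in each of the 9 fits, and the other 22 named genes lost it in 1 or more. PTPRM and UPK1B lost it without each 4-month library, and EGFR and GREB1 without each parental or 4-month library, with a highest limma adjusted p of 0.145 for EGFR and 0.180 for GREB1. Full-length lists gave 0 calls by limma (1033 genes at unadjusted p under 0.05), and there the log2 changes of HSPB8 and RAP2C turned to 0.30 and 0.11.

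In GiredR T-47D cells open sites decreased near ESR1, PGR, RARA and GREB1 and increased near POU5F1B and CCR2. ESR1, which encodes ERα (chromosome 6, 151656691 to 152129619), fell from 7.33 ± 1.2 to 5 ± 0 open sites (SD, n = 3; log2 change −0.46, SE 0.12, limma adjusted p = 0.00821). PGR, the progesterone receptor gene, fell from 3.33 ± 0.577 to 1 ± 0, and RARA, a retinoic acid receptor gene, from 9.67 ± 0.577 to 3.33 ± 0.577 (log2 change −1.31, SE 0.13, limma adjusted p = 1.2e-06). GREB1 fell from 5.33 ± 0.577 to 2 ± 1. The largest rise was at POU5F1B, a retrogene on chromosome 8 next to MYC, from 0 ± 0 to 5.67 ± 0.577 sites (log2 change 2.73, SE 0.19, limma adjusted p = 5.42e-09). CCR2, a chemokine receptor, CYP4B1, a cytochrome P450, SERPINB2, a protease inhibitor, TG, the thyroglobulin gene, ADGRF5, an adhesion receptor, PAPPA, a protease that releases insulin-like growth factor, and NPAS2, a clock transcription factor, rose by 1.87 to 2.41 on the log2 scale. The largest falls were KRT37, a hair keratin gene, IFITM10, H3-5, a histone gene, RHOH, a Rho family GTPase, RTN4RL1, MMP20, a metalloproteinase gene, CFAP46 and SCARA3, at −2.11 to −1.53. POU5F1B, TG, MYC, YWHAZ, ASAP1 and SNAI2, which rose, and SCARA3, which fell, lie on chromosome 8, where 9.54% of sites were gained against 6.77% over all chromosomes.

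Of 6003 genes tested in T-47D, 651 rose and 478 fell (limma), and 978 of these had groups that did not overlap. Groups did not overlap for 24.5% of the genes tested, against 10% by chance. Without 4 months replicate 2 the rises numbered 417, and without parental replicate 3 the falls numbered 305. Full-length lists gave 2264 rises and 132 falls, with 303 of the 1129 calls kept and 25 called in the opposite direction. Longer lists without the low-yield libraries gave 1182 and 731, with 310 kept and 28 called in the opposite direction. Of the 60 named genes past the threshold, 39 kept the call whichever library was left out. In full-length lists BCL6 and ACTA2, which fell, and TP53INP2, which rose, turned in direction, with log2 changes of 0.70, 0.41 and −0.24. CCN1, CFAP46, FOXK1 and RHOH, which fell, turned there to 0.092, 0.27, 0.10 and 0.057. ASAP1, MCM5 and TFRC, which rose, turned to −0.043, −0.15 and −0.10 with longer lists without the low-yield libraries, and ERBB2 to −0.046 with sites shared among genes within 50 kb.

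**Figure D4:**
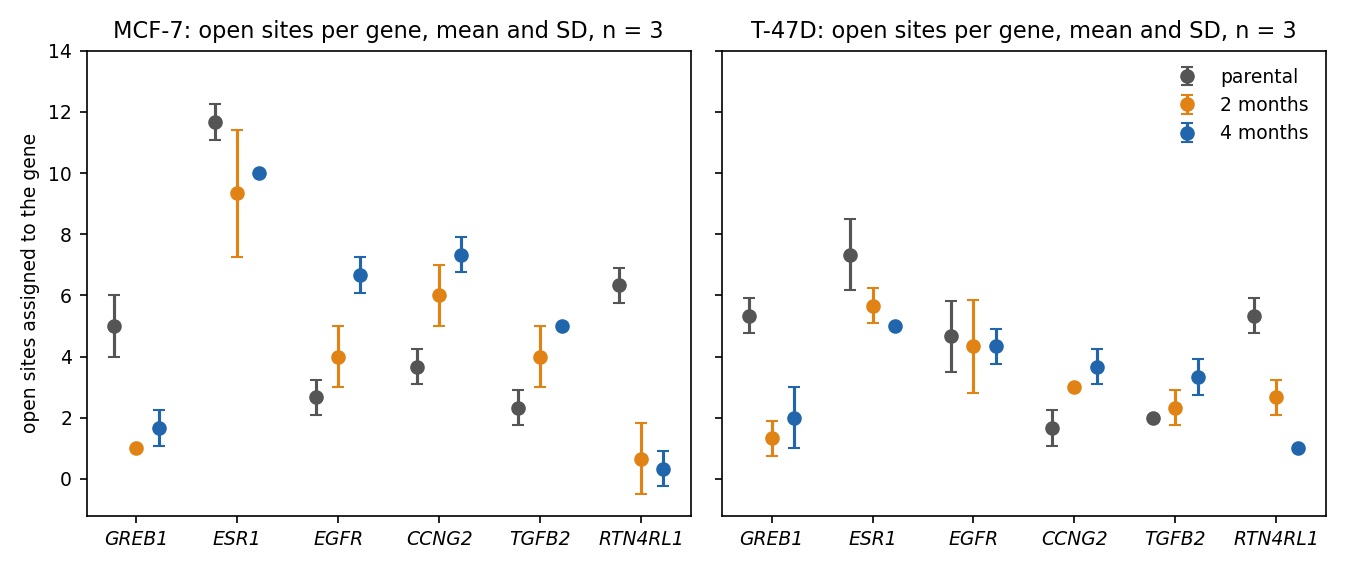
Number of open sites assigned to GREB1, ESR1, EGFR, CCNG2, TGFB2 and RTN4RL1 (vertical axes) in parental cells and at 2 and 4 months of giredestrant. Points are group means and bars are the SD (n = 3). GREB1 and RTN4RL1 decline in both lines, CCNG2 and TGFB2 rise in both, and EGFR rises in MCF-7.

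ERα-induced genes, a list taken from the study, lost open sites as a group in both lines. In MCF-7, NHERF1, a scaffold protein that estrogen induces, and GREB1 fell and none rose among 14 tested members (camera, limma adjusted p = 0.000226). With an estimated correlation the list had an adjusted p = 0.343. In T-47D, AMZ1, RERG, a Ras-like growth inhibitor, PGR, GREB1 and AREG, the amphiregulin gene, fell and none rose among 17 (camera, limma adjusted p = 0.00439; adjusted p = 0.00138 with an estimated correlation). Adjusted over the list alone, 3 fell and none rose in MCF-7, and 6 fell and 1 rose in T-47D. The luminal transcription factor list of the study was lower in MCF-7 (camera, limma adjusted p = 0.0185; adjusted p = 0.558 with an estimated correlation), although none of its 9 members passed on its own with limma, 3 had an unadjusted p under 0.05, and 2 fell when adjusted over the list alone. In T-47D RARA, PGR and ESR1 fell and SPDEF, an ETS factor of luminal cells, rose among 12 (camera, limma adjusted p = 0.215), with 4 falls and 2 rises adjusted over the list alone. Over all alternatives the adjusted p of the ERα-induced list ranged from 2.07e-05 to 0.343 in MCF-7 and from 2.28e-05 to 0.456 in T-47D, and that of the luminal list from 1.78e-06 to 0.558 and from 0.000206 to 0.456.

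The other 18 lists did not pass with camera in either line, and single members moved in both directions. Here and for the lists that follow, an adjusted p given with a list is its camera value. Among ERα-repressed genes, also a list taken from the study, CCNG2, a cyclin that brakes the cell cycle, rose in MCF-7 (1 of 12, and 2 adjusted over the list alone), and TP53INP2, an autophagy gene, CCNG2, LIPH, a phospholipase, and NBEA rose in T-47D (4 of 12, and 4 adjusted over the list alone, camera adjusted p = 0.321 and 0.305). Among YAP/TEAD targets TGFB2, a growth factor of the TGF-β family, rose in MCF-7 (1 of 19, and 1 adjusted over the list alone), and F3, the tissue factor gene, ASAP1, TGFB2 and GADD45A rose while CCN1, a matricellular YAP target, fell in T-47D (4 and 1 of 19, and 4 and 1 adjusted over the list alone; adjusted p = 0.794 and 0.424). Among MAPK targets, a list taken from the study, EPHA2, a receptor kinase, and DUSP6, a phosphatase induced by ERK, rose in T-47D (2 of 6, and 2 adjusted over the list alone; adjusted p = 0.246), and 0 of 7 passed in MCF-7 by limma on either count (2 at unadjusted p under 0.05, adjusted p = 0.637). Among Wnt genes FZD8, a Wnt receptor, CTNNB1, the β-catenin gene, and TCF4 rose in T-47D (3 of 8, and 4 adjusted over the list alone; adjusted p = 0.246), and none of 7 in MCF-7 by limma (0 at unadjusted p under 0.05 and over the list alone, adjusted p = 0.765). Among STAT5 targets MYC, the growth regulator, SOCS2 and TNFSF10 rose and BCL6, a transcriptional repressor, fell in T-47D (3 and 1 of 9, unchanged adjusted over the list alone; adjusted p = 0.424). In MCF-7 none of 7 passed with limma, 2 had an unadjusted p under 0.05 and 1 fell adjusted over the list alone (adjusted p = 0.637). The MYC log2 change of 0.57 (SE 0.10) became −0.63 with the top 23398 summits alone (limma adjusted p = 0.00796).

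Receptor tyrosine kinases and their ligands went in different directions. EGFR and BTC rose in MCF-7 (2 of 9, with 2 rises and 1 fall adjusted over the list alone, camera adjusted p = 0.582). In T-47D ERBB2, which encodes HER2, rose, and FGFR2, IGF1R, ERBB3 and AREG fell (1 and 4 of 13, unchanged adjusted over the list alone; adjusted p = 0.33). IGF1R, the receptor of insulin-like growth factor, fell from 6.33 ± 0.577 to 2.33 ± 0.577 sites (SD, n = 3). Among nuclear hormone receptors RARB and THRB rose and RARA, PGR and ESR1 fell in T-47D (2 and 3 of 9, with 2 and 4 adjusted over the list alone; adjusted p = 0.246), and 0 of 9 passed in MCF-7 by limma, with 3 at unadjusted p under 0.05 and 2 falls adjusted over the list alone (adjusted p = 0.217). Among forkhead genes FOXQ1 and FOXP1 rose and FOXK1 fell in T-47D (2 and 1 of 9, the same adjusted over the list alone; adjusted p = 0.424), and none of 11 passed in MCF-7 with limma, with 4 at unadjusted p under 0.05 and 1 rise and 2 falls adjusted over the list alone (adjusted p = 0.631). FOXA1, the pioneer factor of luminal cells, had 4.33 ± 0.577 and 5.67 ± 0.577 sites in parental and GiredR MCF-7 cells (limma adjusted p = 0.7) and 3 ± 0 and 2.67 ± 0.577 in T-47D (adjusted p = 0.608). GATA3 had 4 ± 0 and 4 ± 1 in MCF-7 and 4 ± 1 and 4.33 ± 0.577 in T-47D.

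Lineage lists showed few changes. In T-47D ELF3, an epithelial ETS factor, rose among 8 luminal keratin and junction genes (1 adjusted over the list alone, camera adjusted p = 0.378 for the list). SNAI2, which encodes the transcription factor SLUG, rose among 5 mesenchymal markers (2 rises and 1 fall adjusted over the list alone, camera adjusted p = 0.424). MCM5, a replication factor, rose and MKI67, the Ki-67 gene, fell among 6 cell cycle genes (the same adjusted over the list alone; adjusted p = 0.57). None of 8 basal markers, 6 interferon genes or 4 neuroendocrine markers passed with limma, nor did any adjusted over the list alone, and 2, 0 and 1 had an unadjusted p under 0.05 (adjusted p = 0.813, 0.722 and 0.424). In MCF-7 none of 9 luminal keratin, 6 basal, 6 mesenchymal, 8 cell cycle, 5 interferon or 4 neuroendocrine genes passed with limma, and 2, 1, 2, 1, 2 and 2 had an unadjusted p under 0.05 (adjusted p = 0.321, 0.513, 0.642, 0.794, 0.217 and 0.794). Adjusted over the list alone, 1 basal, 1 mesenchymal and 1 neuroendocrine gene rose there and 1 neuroendocrine gene fell. Markers of other cell types moved singly. PTPRC, the CD45 gene, rose among 4 immune markers in MCF-7 (1 adjusted over the list alone; adjusted p = 0.222), and CD3E among 2 in T-47D (1 adjusted over the list alone; adjusted p = 0.305). ACTA2 fell among 2 fibroblast markers and VWF among 2 endothelial markers in T-47D (1 each adjusted over the list alone; adjusted p = 0.424 and 0.378). In MCF-7 none of 2 fibroblast and 5 endothelial markers passed with limma, 1 and 2 had an unadjusted p under 0.05, and 1 and 2 rose adjusted over the list alone (adjusted p = 0.321 and 0.217). Among housekeeping genes YWHAZ and TFRC rose in T-47D (2 of 7, and 2 adjusted over the list alone; adjusted p = 0.482), and none of 8 in MCF-7 by limma (2 at unadjusted p under 0.05, none over the list alone, adjusted p = 0.217). Means, medians and tests differed in sign for the MAPK list (mean −0.01, median 0.28, test up), the kinase list (mean 0.14, median −0.14, test up) and the mesenchymal list (mean 0.20, median −0.07, test up) in MCF-7, and for the forkhead list in T-47D (mean 0.26, median −0.11, test up).

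Leaving out 1 library ended the limma call of 21 named T-47D genes. AREG and H3-5 lost it without parental replicate 3, CFAP46 without parental replicate 2, IFITM10 without parental replicates 1 or 2, RHOH without any parental library, and ERBB2 without 4 months replicate 1, with a highest adjusted p of 0.0540, 0.0744, 0.0580, 0.0570, 0.123 and 0.0523. BCL6 lost it without 4 months replicates 1 or 2, SOCS2 without 4 months replicates 1 or 3, DUSP6 without parental replicate 3 or 4 months replicate 2, GADD45A without parental replicate 3 or 4 months replicates 2 or 3, and ELF3 without parental replicate 1 or 4 months replicates 1 or 2 (0.0596, 0.0631, 0.145, 0.146 and 0.153). ASAP1 and CCN1 lost it without any 4-month library or parental replicates 1 or 2, SPDEF without any 4-month library or parental replicates 1 or 3, and TNFSF10 without any 4-month library or parental replicates 2 or 3 (0.0967, 0.136, 0.0837 and 0.0849). THRB lost it without parental replicates 2 or 3 or 4 months replicates 1 or 2, TCF4 without parental replicates 2 or 3 or 4 months replicates 2 or 3, and FOXK1 without parental replicates 1 or 2 or 4 months replicates 1 or 3 (0.101, 0.145 and 0.143). TGFB2 lost it without any parental library or 4 months replicates 1 or 2, TFRC without any parental or 4-month library, and F3 without every library but parental replicate 2 (0.182, 0.0689 and 0.180).

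Several genes that the study named did not pass at 4 months. In MCF-7, ESR1 had 11.7 ± 0.577 sites in parental and 10 ± 0 in GiredR cells (SD, n = 3; limma adjusted p = 0.571), and TFF1, the trefoil factor gene that estrogen induces, had 3 ± 0 and 1.33 ± 0.577 (adjusted p = 0.126). MAP4K3, DUSP10 and CTNNB1 had log2 differences of 0.82, 0.00 and 0.11 there (limma adjusted p = 0.313, 1 and 0.835). In T-47D, EGFR had 4.67 ± 1.2 and 4.33 ± 0.577 sites (limma adjusted p = 0.851), and YAP1, TEAD4, FZD4, DUSP10 and MAP4K3 had log2 differences of 0.33, −0.28, −0.18, 0.14 and −0.11 (limma adjusted p = 0.356, 0.368, 0.323, 0.655 and 1). FOXM1, KRAS, ANLN and TAGLN in both lines, PGR, YAP1, TEAD4, TCF4 and FZD4 in MCF-7 and TFF1 in T-47D had too few sites for the test.

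At 2 months GREB1 in both lines and RARA in T-47D had already lost sites. GREB1 fell to 1 ± 0 sites in MCF-7 (log2 change −1.57, limma adjusted p = 0.0277) and to 1.33 ± 0.577 in T-47D (−1.46, limma adjusted p = 0.000488). RARA in T-47D stood at 3.33 ± 0.577 sites at 2 months (−1.31, limma adjusted p = 1.6e-06). POU5F1B, CYP4B1, SERPINB2, TG and CCR2 had risen in T-47D by 1.53 to 2.11, and UPK1B and STXBP6 in MCF-7 by 1.67 and 1.21. EGFR in MCF-7 had 4 ± 1 sites at 2 months and did not pass (limma adjusted p = 0.222), nor did RERG and AREG, ERα-induced genes with log2 differences of −0.19 and −0.49 (limma adjusted p = 0.432 and 0.0515), ERBB3 (4.67 ± 0.577) or ACTA2 (4.33 ± 0.577) in T-47D. By limma 430 genes rose and 308 fell in T-47D at 2 months, and 15 rose and 32 fell in MCF-7 (1248 at unadjusted p under 0.05). Without T-47D parental replicate 3 the T-47D falls numbered 203. The MCF-7 counts were 237 and 286, 54 and 622, and 3 and 12 without 2 months replicates 1, 2 and 3. By limma they were 0 and 0 without each parental replicate (830, 813 and 827 genes at unadjusted p under 0.05), and 0 and 0, 0 and 2, and 0 and 0 without 4 months replicates 1, 2 and 3 (1101, 1100 and 1106). Without both low-yield libraries 1 MCF-7 library was left at 2 months, so no counts are given for that fit. Full-length lists gave 966 rises and 105 falls in T-47D, and 0 and 2 in MCF-7 by limma (2644 at unadjusted p under 0.05).

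Some genes changed in both lines. Among 4621 genes tested in both, 15 rose in both, where 4.97 would by independence, including CCNG2, TGFB2, CEBPA, a differentiation factor, ADAMTS9, a protease, and ADGRF1, an adhesion receptor. There were 10 that fell in both, against 2.29, including GREB1, RTN4RL1, HSPB8, its co-chaperone BAG3, NRARP, a Notch feedback regulator, and MED13L, a Mediator subunit. ANKFN1 rose in MCF-7 and fell in T-47D, and DEGS1 did the opposite (4.09 and 2.78 by independence). The excess of shared genes was not tested, and those named here outside the rule for named genes were chosen after their values were seen.

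The lines also differed, by a test of the difference between their changes. Sites near EGFR, BMPR1B, UPK1B and NECTIN3 increased more in MCF-7 than in T-47D, and those near POU5F1B, TG, FOXQ1, FOXP1 and MYC more in T-47D. The difference turned for BMPR1B to 0.074 with longer lists without the low-yield libraries, and for FOXQ1 to −0.19 with the top 23398 summits. Of 8061 genes, 237 had a higher change in T-47D and 252 in MCF-7 (limma). None of the 20 lists differed between lines, and the lowest adjusted p was 0.273 for the luminal keratin, endothelial and housekeeping lists (camera, limma). The gene counts, with T-47D first, were 133 and 146, 132 and 136, and 123 and 140 without MCF-7 parental replicates 1, 2 and 3, and 130 and 122, 123 and 127, and 129 and 122 without MCF-7 4 months replicates 1, 2 and 3. They were 151 and 151, 158 and 154, and 141 and 147 without T-47D parental replicates 1, 2 and 3, 136 and 135, 125 and 134, and 122 and 141 without T-47D 4 months replicates 1, 2 and 3, and 629 and 679 without MCF-7 2 months replicate 1. Without both low-yield libraries they were 691 and 745, with longer lists 759 and 911, and with full-length lists 3 and 4.

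Lost sites in MCF-7 were concentrated on chromosome X. Of its 1209 sites 139 were lost, 11.5% against 5.01% over the genome, a ratio of 2.30, and no other chromosome reached a ratio of 2 in either line and direction. Most losses lay beyond 100 Mb, a boundary chosen after the values were seen, in the part that holds RAP2C, a Ras-related GTPase, and SOX3, a developmental transcription factor. In that part 113 of the 444 sites open in all parental libraries were lost (25.5%), and up to 100 Mb 26 of 363 (7.16%). RAP2C fell from 4 ± 0 to 0.333 ± 0.577 sites (SD, n = 3), and SOX3 from 3.67 ± 0.577 to 0.333 ± 0.577. In T-47D 39 of 950 sites of the chromosome were lost (4.11%). With full-length lists 2.01% of the sites of chromosome X were lost in MCF-7 against 1.66% over the genome, a ratio of 1.22. With longer lists without the low-yield libraries it was 5.56% against 4.46%, a ratio of 1.25, so neither reached a ratio of 2.

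**Figure D5:**
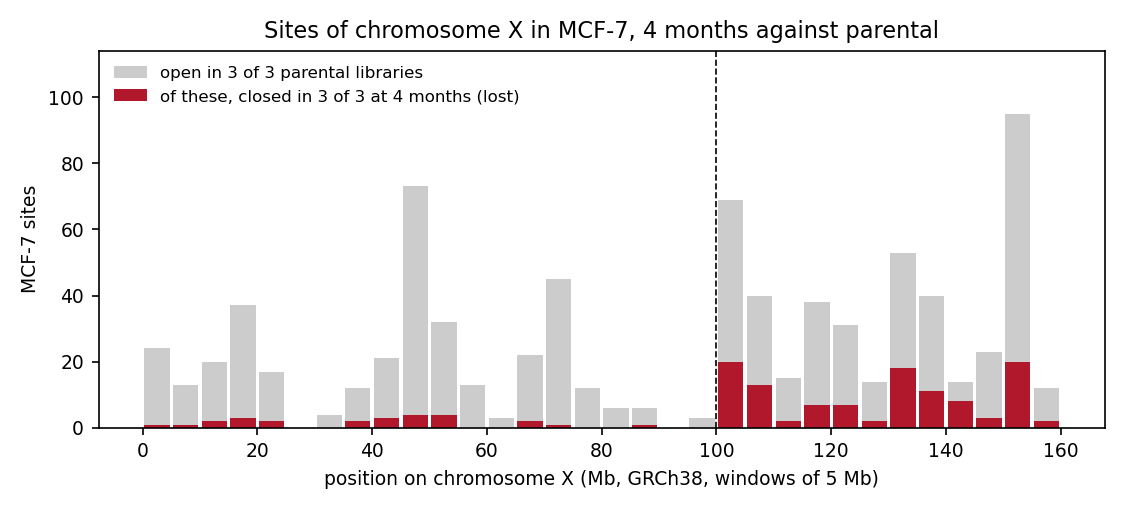
Sites of chromosome X open in all parental MCF-7 libraries, counted in windows of 5 Mb along the chromosome (horizontal axis, Mb, GRCh38), in grey, with those lost in GiredR cells in red. The dashed line is at 100 Mb, and 113 of the 139 losses lie to its right.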

Values the study reported

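The study reported altered accessibility at 47,380 sites in MCF7 and 22,446 sites in T47D GiredR cells, which it gave as shifts of 34% and 17%. Sites gained were 4 to 6-fold more numerous than sites lost in both models. The study also described the losses of accessibility as coming before the gains over the course of treatment. By exome sequencing it found deletions of 19 cancer-associated genes on chromosome X, and these were in MCF7-GiredR and not in the T47D model.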

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

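The tests of list length and depth, the division of chromosome X at 100 Mb and the comparison of motif shares between the lines were chosen after the results had been seen.

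The change from parental to GiredR cells differed between the lines for 34 of 87 named genes, by the limma term for the difference. Many genes were named for a large change in 1 line, which favours a difference. Over all 8061 genes tested 489 differed. On the log2 scale the change was higher in T-47D than in MCF-7 for 19 of the 34 named genes. These were POU5F1B by 2.73, TG by 2.39, DEGS1 and NECAB1 by 2.08, CYP4B1 and PAPPA by 2, TP53INP2 by 1.93, FOXP1 by 1.88, GFRA1 by 1.77, SOX3 by 1.55, FOXQ1 by 1.53, CCR2 by 1.41, ADGRF5 by 1.33, FZD8 by 1.16, MYC by 1.14, SPDEF by 1.13, NHERF1 by 0.98, HSPB8 by 0.95 and TFRC by 0.48. For 15 genes T-47D minus MCF-7 was negative, namely BMPR1B at −2.45, UPK1B at −2.32, SCARA3 at −2.25, KRT37 and NECTIN3 at −2.11, HAO2 at −2.03, CCDC3 at −2, PTPRM at −1.79, H3-5 at −1.72, STXBP6 at −1.69, FGFR2 at −1.42, PTPRC at −1.32, EGFR at −1.2, BCL6 at −1.12 and ERBB3 at −0.88. Many of these differences depended on list length. The sign turned with full-length lists for ADGRF5 (−0.98), BCL6 (0.30), CYP4B1 (−0.13), HSPB8 (−0.53), NHERF1 (−0.15), SPDEF (−0.37), TFRC (−0.067) and TP53INP2 (−0.31). It turned with longer lists without the low-yield libraries for BMPR1B and ERBB3 (0.074 each), H3-5 (0.45) and SOX3 (−0.34), and with the top 23398 summits for FGFR2 (0.40) and FOXQ1 (−0.19). Of 17 motifs, TEAD and CTCF had a share of summits that was higher in every GiredR than in every parental MCF-7 library and lower in every GiredR T-47D library. T-47D minus MCF-7 was −1.82 percentage points for TEAD and −2.67 for CTCF, and these differences were not tested.

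With full-length lists gained sites outnumbered lost sites 7.04-fold in MCF-7 and 4.95-fold in T-47D. At equal list length 20.8% and 17.6% of the log2 of these ratios remained, but lists of equal length hold the same number of open positions and push gains and losses toward balance whatever the cause. Unequal list length and a real excess of opening therefore cannot be told apart. Deeper sequencing of the GiredR libraries is argued against in MCF-7, where their genome background in tags, which grows with depth, was 0.911 of the parental mean. In T-47D this ratio was 1.2, and there depth also stays open because no read counts were analysed here. That resistant cells open more sites than they close is a hypothesis that these lists leave untested.

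At 2 months the losses were further advanced than the gains, by the raw shares. Libraries that miss weak sites make lost sites look closed and gained sites not yet open, and a correction by stable sites of like rank left 2.17 percentage points in MCF-7 (SD 3.97, 2 of 3 libraries above 0). In MCF-7 missed weak sites may therefore account for the difference. In T-47D the correction left 4.75 points (SD 2.59, 3 of 3 libraries above 0), which argues against them as the whole source there. The study reported, from its ATAC signal over the course of treatment, that losses came before gains. By the lists used here, an earlier closing of the lost sites than opening of the gained sites remains open in T-47D as a hypothesis, untested beyond this.

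Sites lost in MCF-7 were concentrated on chromosome X at the main list length. A complete loss of a stretch is argued against, since 5.76% of the lost sites lay in windows that lost at least 0.5 of their parental sites. The whole chromosome moved by a median of 8.69% of the list length to worse ranks, above the highest autosome at 6.49, but its sites up to 100 Mb moved by 0.110%, which argues against a lower signal along all of it. Sites beyond 100 Mb that stayed open moved by 21.3%, more than each of 366 autosome stretches of that length (highest 10.5), as a lower copy number of that part would give. By exome sequencing against parental cells, the study found genes of this chromosome deleted in GiredR MCF-7 cells and not in GiredR T-47D cells. Fewer copies were therefore measured by the study for those genes, and are the candidate explanation for the lost sites. Where the deleted genes lie relative to 100 Mb was not examined here. Closing of the region by regulation in addition stays untested.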

How the results depend on the processing

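Alternatives without the low-yield libraries, with other estimates of the spread, and with libraries left out for the promoter share were chosen after the data had been seen, and the others were not. The gene fit as first designed failed on simulated data and is an alternative here, with 0 T-47D gene lists past the threshold. No paired analysis was possible because replicate numbers follow accession order only. Apart from libraries left out, 129 of the main values stayed within 1.5 times or on their side of the threshold, 164 moved, 5 lost it and 1 gained it, and of single genes, lists and motifs 1832 stayed, 254 lost their call, 74 gained one and 53 reversed. The cause was not tested unless it follows from the setting, as fewer summits, genes or libraries do. Read depth is unknown. The genome background in tags, which grows with depth, averaged 3.32 ± 0.58 in 2-month and 2.19 ± 0.287 in parental MCF-7 libraries (SD, n = 3). In the low-yield 2-month replicates 1 and 3 it was 3.61 and 2.65, which argues against shallow sequencing there. Their summits used had a median fold enrichment of 3.69 and 5.81, against a parental mean of 11.7. What the 2-month MCF-7 libraries can show stays limited.

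Full-length lists gave 19006 and 12682 gained sites in MCF-7 and T-47D at 4 months. At 2 months they gave 264 gained and 5048 lost in MCF-7 and 7219 gained in T-47D, and between the stages 15126 and 3063 gained. In both lines 854 were gained and 123 lost, chromosome X lost 2.01%, and the timing difference was 39.7 points (exact p = 0.0625) and the 2-month promoter share −0.953 points (exact p = 0.485). With limma 0 and 2264 genes rose and 0 and 132 fell at 4 months (1033 MCF-7 genes at unadjusted p under 0.05), 0 and 966 rose and 2 and 105 fell at 2 months (2644), 3 and 4 differed between lines, and 3 lists passed in T-47D. The lists as deposited gave 16723 gained and 4912 lost sites in MCF-7 and 16216 and 4188 in T-47D at 4 months, 2881 and 6233, and 9081 and 4101 at 2 months, and 12904 and 3279, and 5234 and 2200 between them. They gave 753 gained in both lines, a timing difference of 29.6 points (exact p = 0.0625) and a 2-month yield difference of 28218 (exact p = 0.035).

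The top 23398 summits gave 2133 gained and 1457 lost sites in MCF-7 and 1528 and 1225 in T-47D at 4 months, 1082 lost in MCF-7 and 1102 and 1039 in T-47D at 2 months, 878 gained in MCF-7 and 600 and 436 in T-47D between them, and 63 and 84 in both lines. Genes that rose and fell were 149 and 76, and 239 and 185 at 4 months and 57 and 86, and 130 and 125 at 2 months, and no MCF-7 list passed (0). Closed only without any deposited summit gave 119 and 83, and 184 and 65 sites at 4 months, 8 and 43, and 97 and 31 at 2 months, 3 and 3, and 1 and 1 between them, and 0 and 4 in both lines. Open in at least 2 of 3 libraries gave 6115 and 4560, and 5482 and 4559 at 4 months, 3768 and 4211, and 4239 and 3904 at 2 months, 3747 and 2313, and 2535 and 2116 between them, and 310 and 411 in both lines. Limma on ranks gave 5840 and 5229 T-47D sites at 4 months. Matched stable sites left 7 motif results of more frequent words at gained sites.

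Without the 2 low-yield libraries at unchanged length, sites were 4332 and 3429 at 2 months and 2914 and 2105 between the stages in MCF-7, genes 792 and 573 at 4 months and 159 and 133 at 2 months, the line difference 691 and 745 and the timing 12.4 points (exact p = 0.125). With longer lists sites were 7719 and 5155, and 7380 and 4560 at 4 months, 7897 and 7118, and 5360 and 3706 at 2 months, 6904 and 3702, and 2025 and 1531 between them, and 288 and 313 in both lines. Genes were 1759 and 958, and 1182 and 731 at 4 months, 403 and 373, and 881 and 527 at 2 months, and 759 and 911 between lines. Chromosome X lost 5.56%, the timing difference was 9.79 points (exact p = 0.125) and 3 T-47D lists passed.

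With at least 1 site per gene 56 MCF-7 genes fell at 4 months, 24 rose and 79 fell at 2 months, 482 and 469 differed between lines and 3 T-47D lists passed. With at least 6 sites 9 rose and 4 fell, and 217 and 159, at 4 months, by limma 0 and 2, and 142 and 121, at 2 months (372 MCF-7 genes at unadjusted p under 0.05), 72 and 68 differed and no list passed in either line (0 and 0). A TSS within 3 kb gave by limma 0 and 7, and 12 and 58 at 4 months (129 MCF-7 genes at unadjusted p under 0.05), 1 and 2, and 14 and 14 at 2 months, 56 and 19 between lines, and 1 and 0 lists. Sites shared among genes within 50 kb gave 24 and 15 in MCF-7 and 1299 falls in T-47D at 4 months, 20 and 678 falls at 2 months, and 1 and 2 lists. A pseudocount of 0.5 gave 54 rises at 4 months and 8 and 9 at 2 months in MCF-7. With an estimated correlation 0 lists passed in MCF-7.

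Named genes reversed in log2 change at 4 months as follows. Full-length lists gave 0.30 for HSPB8 and 0.11 for RAP2C in MCF-7, and in T-47D 0.41 for ACTA2, 0.70 for BCL6, 0.092 for CCN1, 0.27 for CFAP46, 0.10 for FOXK1, 0.057 for RHOH and −0.24 for TP53INP2. Longer lists gave 0.042 for HSPB8 in MCF-7, and in T-47D −0.043 for ASAP1, 0.20 for BCL6, 0.17 for CFAP46, −0.15 for MCM5, −0.10 for TFRC and −0.18 for TP53INP2. The top 23398 summits gave −0.11 for ASAP1, 0.38 for CCN1 and −0.63 for MYC, a TSS within 3 kb −0.11 for MYC, and sharing within 50 kb −0.046 for ERBB2. The line difference reversed with full-length lists to −0.98 for ADGRF5, 0.30 for BCL6, −0.13 for CYP4B1, −0.53 for HSPB8, −0.15 for NHERF1, −0.37 for SPDEF, −0.067 for TFRC and −0.31 for TP53INP2. With longer lists it was −0.67 for ADGRF5, 0.31 for BCL6, 0.074 for BMPR1B, 0.074 for ERBB3, 0.45 for H3-5, −0.48 for HSPB8, −0.34 for SOX3 and −0.030 for TFRC, and with the top 23398 summits 0.40 for FGFR2, −0.19 for FOXQ1, −1.02 for NHERF1 and −0.0076 for TFRC. Motif log2 odds ratios reversed with matched sites to −0.10 for forkhead, −0.024 for AP-1 and −0.26 for MEF2 at MCF-7 gained sites, −0.32 for TEAD and 0.84 for TFAP2 at T-47D gained sites, −0.14 for forkhead at T-47D lost sites, −0.46 and −0.46 for grainyhead-like and −0.16 and −0.41 for RUNX at gained sites of MCF-7 and T-47D. Full-length lists gave −0.049 for GATA at T-47D lost sites, and 1 mismatch fewer −0.42 for NFI at T-47D gained sites.

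With 1 library left out at a time, the yield difference ranged from 38088 to 46114 at 4 months and from −28328 to 732 at 2 months. The promoter share differed by −4.40 to −3.99 points at 4 months and −4.33 to −1.5 at 2 months. Sites gained and lost ranged from 4323 to 4636 and 2941 to 3249 in MCF-7 and 3694 to 4108 and 2841 to 3191 in T-47D at 4 months, 967 to 2658, 2397 to 4676, 2700 to 3010 and 2387 to 2655 at 2 months, and 1933 to 4834, 431 to 1318, 1366 to 1619 and 1076 to 1242 between them. In both lines they ranged from 143 to 165 and 209 to 221, chromosome X lost 12.9% to 13.9%, and the timing difference ranged from 13.8 to 25 points. Genes that rose and fell ranged from 1 to 656 and 0 to 477 in MCF-7 and 417 to 636 and 305 to 501 in T-47D at 4 months, and 0 to 237, 0 to 622, 298 to 443 and 203 to 327 at 2 months. Line differences ranged from 122 to 629 and 122 to 679. The number of lists past the threshold was 2 in MCF-7 and 1 in T-47D each time.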

Other observations

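The splits of the sites were chosen after the results had been seen, and the splits of the gene counts were not.

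Some motifs behaved differently at gained and lost sites. The nuclear receptor half-site, a single arm of the element that hormone receptors bind, was at 14.1% of sites gained in MCF-7 as well as 15.8% of those lost, against 9.32% of stable sites. In T-47D it was at 19.1% of lost and 7.63% of gained sites, against 8.11% of stable ones. Its reversed word, the control of base composition, had odds ratios of 1.31 and 1.34 at gained sites of MCF-7 and T-47D. At lost sites the reversed word gave 1.01 and 1.32. The CTCF motif, bound by the insulator protein CTCF, was less frequent at lost sites too, with odds ratios of 0.417 in MCF-7 and 0.754 in T-47D (two-sided Fisher exact tests, adjusted p = 3.29e-50 and 4.06e-07). The TFAP2 motif, of factors of the luminal lineage, had an odds ratio of 0.719 at T-47D gained sites, and 1.79 against stable sites matched on GC content and distance.

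Other splits of the same libraries gave fewer changed sites than the real split. At 4 months 6412 sites changed in MCF-7 and at most 205 in the other splits, and 5726 and 241 did in T-47D. The counts were 3044 and 434 in MCF-7 and 4264 and 259 in T-47D at 2 months, and 2104 and 421, and 1800 and 282, between 2 and 4 months. By limma 118 genes were called at 4 months in MCF-7 and 1129 in T-47D, and 47 and 738 at 2 months, with 0 in each of the other splits. In each of these comparisons only 1 of 10 splits reached the real count, and 10 splits are too few for a share under 0.05. For sites changed in both lines 1 of 100 joint splits reached the real counts of 135 gained and 191 lost, with 12 and 12 as the highest others. A regrouped line had at most 124 sites gained or lost, so no other split could have reached these counts, and the comparison decides nothing about chance. For the difference between lines 1 of 100 joint splits reached 489 genes and the highest other gave 118. This speaks only against labels without meaning in both lines together. These splits remove the change of a regrouped line and widen its spread, which lowers their counts, so they do not test whether the lines differ.

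The share of sites that changed was 12.5% in MCF-7 and 11.9% in T-47D, by presence in lists of equal length. These are lower than the values quoted from the study above, which rest on read counts and other thresholds, so the sizes cannot be compared directly. Gained sites outnumbered lost sites 1.5-fold in MCF-7 and 1.33-fold in T-47D at equal list length, which pushes them toward balance, and 7.04-fold and 4.95-fold with full-length lists. The first pair is lower than the range quoted from the study above, while with full-length lists MCF-7 lies above it and T-47D within it.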
